A study of Mus musculus with 17 samples. Its data were reported in "In vivo CRISPRa decreases seizures and rescues cognitive deficits in a rodent model of epilepsy" (2020).

How the data were processed

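RNA was isolated from the hippocampi of adult mice and made into libraries from polyadenylated RNA, 1 library for each of 17 samples. Per the labels, 6 libraries came from epileptic mice treated with sgLacZ, 6 from epileptic mice treated with sgKcna1 and 5 from control mice treated with sgLacZ, and each library took its group and its replicate number from its own label. Reads were aligned by the authors to the mm10 mouse genome with STAR. The authors deposited raw counts of reads per gene, not normalized, 1 list per library, in the layout of the aligner's gene counting option: 4 summary lines give the reads that were unmapped, mapped to several places, outside genes or ambiguous between genes, followed by 55450 genes with Ensembl identifiers. Each gene has 3 deposited counts, for reads of either strand, of the forward strand and of the reverse strand. Reads that map to several places are left out of these counts, so genes with near-identical copies are undercounted. The annotation release, any trimming and the handling of duplicate reads are not stated.

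The main analysis used the reverse-strand counts if these were at least 5 times the forward-strand counts in every library, and the unstranded counts otherwise. The ratio of reverse-strand to forward-strand reads lay between 0.994 and 0.998, so the unstranded counts were used. The labels name a library kit without strand information, whereas the study's methods name a stranded kit. In unstranded counts a read inside 2 genes that overlap on opposite strands is ambiguous and is counted for neither. This lowers the counts of such genes by an amount that depends on how many reads fall outside the shared part. Genes for which the 2 strand counts added up to more than 5% above the unstranded count were therefore treated as overlapping. This is inferred from the counts, and the gene table, which need not match the annotation used in counting, does not list an overlap for each of them. Gene symbols were taken by Ensembl identifier from a table of gene names. Of the genes in the lists 32620 had a symbol, and 89.7% of the tested genes did. Coordinates are those of GRCm38.p6, the assembly that mm10 denotes, looked up by symbol. The genome sequence at hand was of the older build mm9. Its protein-coding transcripts served only to give each gene a length and a GC content, and no coordinate was taken from it.

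Between 11839240 and 28311328 reads per library were assigned to genes. A gene with 3 reads had 0.106 CPM (reads scaled to a common library size) in the deepest library and 0.253 in the shallowest, which is taken as the floor of detection. This floor covers counting error only, since PCR copies cannot be told from independent molecules. Libraries of the same group were compared pairwise by a chi-square statistic over genes with at least 20 counts in the pair. The statistic divided by its degrees of freedom ranged from 8.67 to 220 over 40 pairs, where a value of 1 is sampling noise, so no library was treated as a copy of another.

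Counts were analysed in R 4.3.3 with edgeR 4.0.16. Low genes were removed with filterByExpr by group, which left 17615 genes, and libraries were scaled by the trimmed mean of M-values (TMM). All 17 libraries and 3 groups entered a single fit with a coefficient per group and no covariate. Each contrast was tested with the two-sided quasi-likelihood F test, with Benjamini-Hochberg adjustment over all tested genes and an adjusted p threshold of 0.05, with no threshold on fold change. The study's own analysis used DESeq2, which is an alternative here. The standard error of a log2 fold change was computed from the fold change and the F statistic of its contrast. CPM values are TMM-scaled, except those of Gc, which did not pass the filter, of Xist and the Y-linked genes, and of the floor of detection, which are scaled by reads in genes only. Genes changed in epileptic sgLacZ mice and moved back in epileptic sgKcna1 mice were those past the threshold in both contrasts with opposite signs.

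The genes named in the text were chosen by a rule written before the data were examined. Kcna1 and the 6 genes that the study lists as having a predicted off-target site of the guide near their promoter are always named. For each contrast, the 4 genes with the largest rise and the 4 with the largest fall are named, among genes past the threshold with a mean of at least 5 CPM and no overlap between the CPM values of both groups. If none pass, the 3 genes with the smallest p are named as not past the threshold.

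Distances between groups were measured on log2 CPM (prior count 2) over the 2000 most variable genes. The pseudo-F statistic of Euclidean distances was tested by an exact permutation test over all splits of the libraries of both groups. A held-out epilepsy signature took the 200 genes highest and the 200 lowest by limma's moderated statistic in 3 of the 6 epileptic sgLacZ libraries against controls. A library's score was its mean log2 CPM over the former genes minus that over the latter, centred on the controls. The epileptic sgKcna1 libraries were compared with the 3 epileptic sgLacZ libraries left out of the signature, averaged over the 20 possible choices, and tested with 100 relabellings of the 12 epileptic libraries, the real labels included. This keeps the epileptic libraries that define the signature apart from those it is compared with. The controls are not held out, since they enter both the choice of genes and the centring. The 15 gene lists, of cell types and functions, were written before the data were examined and tested with camera in limma 3.58.1 with the correlation between genes estimated from the data, adjusted over 45 tests. Other group comparisons of a single value used two-sided exact permutation tests of the difference in means. Correlations used permutation tests with 100000 resamples, or all 720 orders for 6 libraries.

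The procedures were tested on simulated counts drawn from the means and library sizes of the data. Of 200 genes planted with a 3-fold change among 17338 tested, 180 were recovered (90.0%) with 7 other genes called. With no planted change, 0 of 17327 genes were called and 4.90% had an unadjusted p under 0.05. These rates therefore need not hold for the data. The planted change was also larger than the median change of the genes called in epileptic sgLacZ mice, a log2 fold change of 0.71.

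The alternatives planned before the data were examined were DESeq2 1.42.0, limma's voom with sample quality weights, median-of-ratios (RLE) scaling, scaling by library size only, no filter beyond 1 count, at least 10 counts in every library, the reverse-strand counts, a covariate for sex from 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty), a fit of only the 2 groups compared, an unadjusted p threshold, and leaving out each library in turn. The covariate for sex was the log2 of the summed CPM of the 4 Y-linked genes, with 0.1 added. It therefore also follows differences between libraries with little Y-linked expression. Other genes, distances and signature sizes were tried for the distance and signature results. Chosen after the data had been seen were a covariate for the percent of unmapped reads, this together with the sex covariate, offsets for GC content and length, a test of genes without overlap on the other strand, and the sum of both strand counts. Offsets were computed for the 83.0% of tested genes that have a transcript sequence. Single named genes were followed through 6 of these settings and the 17 fits that left out a library. The 6 were DESeq2, scaling by library size only, the reverse-strand counts, the summed strand counts, and the covariates for sex and for unmapped reads. Kcna1 was also followed through RLE scaling, voom and the fit of 2 groups in the contrasts with epileptic sgLacZ mice. Each contrast was also repeated for 100 splits of its libraries into groups of the same sizes, drawn at random from 462 with the real split included. Gene ontology enrichment was not analysed, nor were reads from the viral vectors.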

Results

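Gene expression was measured by RNA-seq in the hippocampi of 17 adult mice. Epileptic mice had received kainic acid, a glutamate receptor agonist, in the amygdala, which sets off status epilepticus and later leads to spontaneous seizures, a model of temporal lobe epilepsy. All mice were given adeno-associated viruses in the hippocampus that carry a nuclease-dead Cas9 joined to a transcriptional activator (dCas9A) and a guide RNA. This combination, CRISPRa, raises transcription from the promoter that the guide binds and does not cut DNA. The guide sgKcna1 targets the promoter of Kcna1, which encodes a voltage-gated potassium channel that dampens neuronal firing. The guide sgLacZ targets a bacterial gene and serves as the control. The epileptic sgLacZ group (epileptic Ctrl-dCas9A in the study) comprised 6 samples, the epileptic sgKcna1 group (epileptic Kcna1-dCas9A) 6 and the control sgLacZ group (sham control Ctrl-dCas9A) 5. Control mice with sgKcna1 were not analysed here, so an effect of the guide without epilepsy was not measured.

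Reads assigned to genes numbered 22291200 ± 3232400 (SD, n = 6) in epileptic sgLacZ, 19950400 ± 5420860 (SD, n = 6) in epileptic sgKcna1 and 20123800 ± 4001790 (SD, n = 5) in control sgLacZ libraries. The shallowest library was epileptic sgKcna1 replicate 12, with 11839240 reads, and the deepest was epileptic sgLacZ replicate 4, with 28311328. The share of reads that could not be mapped was 18.6% ± 5.01 (SD, n = 6), 25.2% ± 8.15 (SD, n = 6) and 24.1% ± 3.38 (SD, n = 5), respectively. The difference in this share was -5.57 percentage points between epileptic sgLacZ and control (two-sided exact permutation test, P = 0.0671, adjusted over 6 tests 0.177) and 6.67 between epileptic sgKcna1 and epileptic sgLacZ libraries (exact permutation P = 0.0887, adjusted 0.177). Neither passed the threshold, which does not rule out a difference. Genes with at least 1 read numbered 24229 ± 1106 (SD, n = 6) in epileptic sgLacZ and 22372 ± 766 (SD, n = 5) in control libraries, a difference of 1857 that did not pass adjustment (exact permutation P = 0.0152, adjusted 0.0909).

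The first question was whether the targeted gene was more expressed in epileptic mice that received sgKcna1. Kcna1 (ENSMUSG00000047976) lies on chromosome 6 from 126636463 to 126645801 in GRCm38.p6 and overlaps no other annotated gene there. Control sgLacZ libraries had 25.5, 33.7, 34.6, 37.6 and 44.03 CPM of Kcna1, with a mean of 35.1 ± 6.71 (SD, n = 5). Epileptic sgLacZ libraries had 16.9, 18.5, 25.3, 30.0, 33.3 and 56.7 CPM, with a mean of 30.1 ± 14.5 (SD, n = 6). Epileptic sgKcna1 libraries had 13.9, 15.1, 18.7, 19.5, 29.5 and 133 CPM, with a mean of 38.2 ± 46.5 (SD, n = 6). Read counts for Kcna1 ranged from 316 to 1666 per library, far above the floor of detection. The log2 fold change of epileptic sgKcna1 against epileptic sgLacZ was 0.32 (SE 0.47), less than the spread between replicates (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted P = 0.706). On log2 CPM the difference in means had the opposite sign, -0.10 (exact permutation P = 0.892, adjusted over 3 contrasts 0.892). The mean of the treated group rested on replicate 12, and the other 5 libraries averaged 19.3 ± 6.16 CPM (SD, n = 5). Without that library the difference in log2 CPM was -0.57 (exact permutation P = 0.123). Of the alternative settings refitted for Kcna1, a covariate for the percent of unmapped reads moved the estimate most and reversed it, to a log2 fold change of -0.85. Replicate 12 also had the largest share of unmapped reads, 41.5%, so this reversal may rest on the same library. For epileptic sgLacZ against control the log2 fold change of Kcna1 was -0.22 (SE 0.49, edgeR adjusted P = 0.779), and for epileptic sgKcna1 against control it was 0.11 (SE 0.49, edgeR adjusted P = 0.969). On log2 CPM the differences in means were -0.32 and -0.42, the latter of opposite sign to the edgeR estimate (exact permutation P = 0.316 and 0.522, adjusted 0.782 for both).

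**Figure D1:**
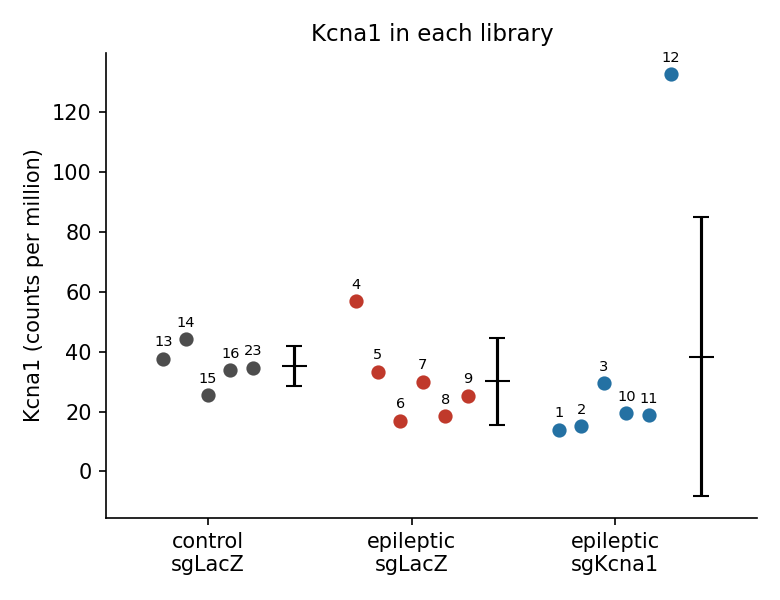
Kcna1 expression in CPM for each of the 17 libraries by group, with group means and SD. Epileptic sgKcna1 replicate 12 lies at 133 CPM, while the other 5 libraries of its group lie between 13.9 and 29.5 CPM, within or below the range of 16.9 to 56.7 CPM in epileptic sgLacZ libraries.

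Expression of the 6 genes with a predicted off-target site near their promoter was then compared between epileptic sgKcna1 and epileptic sgLacZ mice. Gc had at most 3 reads in any library and could not be tested at this depth. None of the other 5 passed the threshold, whether adjusted over this list or over all genes, and the same count of 0 was found under the 8 alternative settings. The largest change was that of Efcab4a (also Cracr2b; chromosome 7, 141460875 to 141466613), with a log2 fold change of 0.48 (SE 0.33; edgeR adjusted P = 0.267 over the list and 0.390 over all genes). Its mean was 4.40 ± 2.93 CPM (SD, n = 6) against 3.09 ± 1.16 (SD, n = 6), and 1 of the 6 treated libraries exceeded all epileptic sgLacZ libraries. Without that library, replicate 12, the log2 fold change was 0.053. Efcab4a shares reads with an overlapping gene on the other strand, so its level is uncertain. Nudcd2 had a log2 fold change of 0.33 (SE 0.16; edgeR adjusted P = 0.257 over the list and 0.261 over all genes). The log2 fold changes of Mylpf, Pde4b and Vps16 were 0.01, -0.03 and 0.14, with edgeR adjusted P between 0.267 and 0.961 over the list. None of these was at an unadjusted P under 0.05, the smallest being 0.0515 for Nudcd2 in the edgeR model, but in 5 of the 8 alternative settings 1 of the 5 genes was.

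Expression in epileptic sgLacZ mice was compared with that in control sgLacZ mice to measure the change that accompanies chronic epilepsy. Of 17615 genes tested, 1940 differed (edgeR quasi-likelihood test, adjusted P under 0.05), 1278 higher and 662 lower in epileptic mice. The smallest adjusted P was 0.0310, and 4697 genes had an adjusted P under 0.1, so most calls lay close to the threshold. At an unadjusted P under 0.05 there were 6107 genes, 3305 higher and 2802 lower, against 881 expected if no gene differed. Among the called genes the median size of the log2 fold change was 0.71. The count depended on the fit more than on the scaling. Limma's voom with sample quality weights called 7301 genes. A covariate for sex, taken from Y-linked levels, called 0, with 4118 at an unadjusted P under 0.05.

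The CPM values of epileptic sgLacZ and control libraries did not overlap for 774 genes (0.433% would be expected to do so by chance), and 337 genes met the rule for naming, 157 higher and 180 lower. The largest rises were those of Sacm1l, Odz1, Nkain1 and Supt16h (also Supt16). Sacm1l (chromosome 9, 123529753 to 123592600) had 17.5 ± 11.1 CPM (SD, n = 6) against 1.84 ± 0.88 (SD, n = 5), a log2 fold change of 3.24 (SE 0.63, edgeR adjusted P = 0.0310). Odz1 had a log2 fold change of 2.61 (SE 0.59, edgeR adjusted P = 0.0320) and Supt16h (chromosome 14, 52160419 to 52197239) of 1.78 (SE 0.37, edgeR adjusted P = 0.0320). These 3 genes lose most of their reads in unstranded counts, the sum of both strand counts being 5.59, 4.65 and 3.19 times the unstranded count. With both strand counts added, their log2 fold changes were 0.46, -0.19 and 0.13 and none passed the threshold (edgeR adjusted P = 0.114, 0.582 and 0.283). Over the alternatives refitted for them, the adjusted P of the 3 genes ranged from 0.000143 to 0.668. The gene table lists an overlap for Supt16h, none for Sacm1l and no position for Odz1, so for the latter 2 a shared gene is inferred from the counts alone. The 3 rises are therefore uncertain. Nkain1 (chromosome 4, 130530131 to 130574216) had no such loss. It had 21.2 ± 10.7 CPM (SD, n = 6) against 5.82 ± 0.51 (SD, n = 5), a log2 fold change of 1.87 (SE 0.35, edgeR adjusted P = 0.0310) that was 1.85 with both strand counts added (edgeR adjusted P = 0.0223, range over its alternatives 2.1e-05 to 0.148). All 6 epileptic libraries lay above every control library for Nkain1. With a covariate for sex Nkain1 did not pass the threshold, as no gene did. It also fell short in 7 of the 17 fits that left out a library.

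The largest falls were those of Gm17066, Phlda1, Tmem212 and Lpar4. Gm17066 fell by 1.57 on the log2 scale (SE 0.43, edgeR adjusted P = 0.0366), from 19.4 ± 2.15 CPM (SD, n = 5) in controls to 6.61 ± 4.50 (SD, n = 6) in epileptic sgLacZ libraries. Tmem212 (chromosome 3, 27866065 to 27896391) fell by 1.23 (SE 0.37, edgeR adjusted P = 0.0449) and Lpar4 (chromosome X, 106920625 to 106933899) by 1.13 (SE 0.24, edgeR adjusted P = 0.0320). With a covariate for sex neither Gm17066 nor Lpar4 passed the threshold (edgeR adjusted P = 0.148 for both). Over the alternatives refitted for them, their adjusted P ranged from 0.00356 to 0.148 and from 0.000563 to 0.148. They were short of the threshold in 9 and 7 of the 17 fits that left out a library. Phlda1 (chromosome 10, 111506286 to 111508649) fell by 1.25 (SE 0.37, edgeR adjusted P = 0.0437), but the sum of both strand counts was 1.77 times the unstranded count, a sign of reads shared with a gene on the other strand, although the gene table lists no overlap for it. With both strand counts added it fell by 0.58 and did not pass the threshold (edgeR adjusted P = 0.0547, range over its alternatives 0.00503 to 0.156). With a covariate for the percent of unmapped reads Tmem212 fell by 0.70 and did not pass the threshold (adjusted P = 0.0778, range over its alternatives 0.00635 to 0.156). Phlda1 and Tmem212 each fell short of the threshold in 12 of the 17 fits that left out a library.

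The effect of treatment in epileptic mice was measured by comparing epileptic sgKcna1 with epileptic sgLacZ mice. None of the 17615 genes passed the threshold (edgeR quasi-likelihood test, 0 genes, smallest adjusted P = 0.0815). At an unadjusted P under 0.05 there were 3387 genes, 1530 higher and 1857 lower in treated mice, against 881 expected. DESeq2 called 143 genes. The 3 genes with the smallest P, none past the threshold, were Tmem196, Mef2c and Dtl. Tmem196 (chromosome 12, 119946127 to 120021242) had 15.4 ± 2.93 CPM (SD, n = 6) against 8.24 ± 0.77 (SD, n = 6), a log2 fold change of 0.90 (SE 0.14, edgeR adjusted P = 0.0815). Mef2c (chromosome 13, 83504017 to 83667079) had 239 ± 84.8 CPM (SD, n = 6) against 118.9 ± 10.0 (SD, n = 6), a log2 fold change of 1.01 (SE 0.17, edgeR adjusted P = 0.119). Dtl (chromosome 1, 191537356 to 191575544) had a log2 fold change of 1.44 (SE 0.26, edgeR adjusted P = 0.127). For each of the 3 genes all 6 treated libraries lay above every epileptic sgLacZ library. Over the alternatives refitted for them, their adjusted P ranged from 1.31e-05 to 0.439, 0.000155 to 0.541 and 0.00019 to 0.541, respectively. Each stayed short of the threshold in 5 of 6 alternative settings. In the 17 fits that left out a library they passed it in 3, 2 and 2. The groups did not overlap for 85 genes in all (0.216% expected by chance).

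Treated epileptic mice were compared with control mice to ask how far their expression remained from that of mice without epilepsy. No gene passed the threshold (edgeR quasi-likelihood test, 0 of 17615, smallest adjusted P = 0.246), and 1192 had an unadjusted P under 0.05, 756 higher and 436 lower in treated mice. The count rose most, to 266 genes, with a covariate for the percent of unmapped reads. The 3 genes with the smallest P, none past the threshold, were Gm16551, Otof and 1700007G11Rik (also Cfap299). Their log2 fold changes were -3.14 (SE 0.58), 1.88 (SE 0.36) and -1.27 (SE 0.26), each with an edgeR adjusted P of 0.246. Over the alternatives refitted for them, their adjusted P ranged from 0.00199, 0.00173 and 0.00698, respectively, to 0.632. They stayed short of the threshold in 3 of 5, 4 of 6 and 4 of 6 alternative settings. All 17 fits that left out a library stayed short of it for each gene. Gm16551 (chromosome 9, 74848437 to 74852872) had 0.10 ± 0.11 CPM (SD, n = 6) in treated and 0.92 ± 0.30 (SD, n = 5) in control libraries, and its 0 to 5 reads in the former were above the floor of 3 reads in 2 of 6 libraries. Groups did not overlap for 200 genes (0.433% expected by chance).

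Genes changed in epileptic sgLacZ mice and moved back in epileptic sgKcna1 mice were counted to ask whether treatment reversed the epileptic change. None met the adjusted threshold in both contrasts (0 genes). At an unadjusted P under 0.05 in both, 2447 genes moved back, which is 40.1% of the 6107 changed in epileptic sgLacZ mice, and 4 genes moved further in the same direction. Of the 1940 genes called in epileptic sgLacZ mice, 1926 (99.3%) had the opposite sign in treated against epileptic sgLacZ mice, and 1904 (98.1%) had the same sign in treated mice against controls as in epileptic sgLacZ mice. The log2 fold changes of both contrasts correlated across genes (Pearson r = -0.773), though genes are not independent replicates. Both contrasts contain the same 6 epileptic sgLacZ libraries, so an inverse relation and an overlap arise even without any effect of treatment. Likewise, both epileptic groups were set against the same control libraries, so a shared sign arises even if treated mice do not differ from controls. No value without an effect is given here for the 99.3%, the 98.1% or the correlation, so no conclusion is drawn from them. With DESeq2, 93 genes moved back at an adjusted P under 0.05. Among 99 random relabellings of the 12 epileptic libraries the median number moved back at an unadjusted P under 0.05 was 100 and the largest was 3931.

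**Figure D2:**
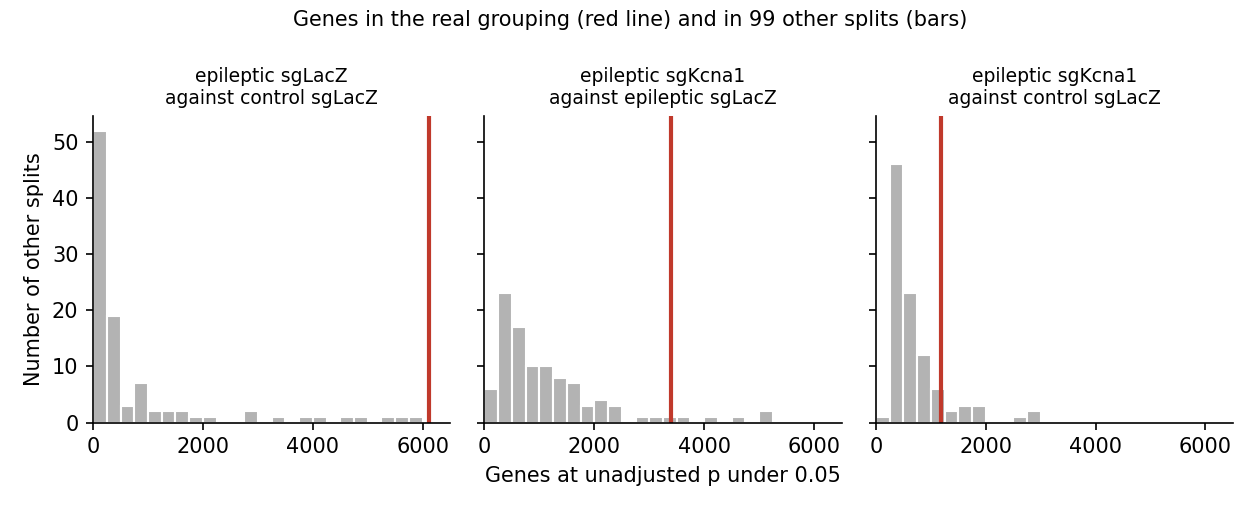
Number of genes at an unadjusted P under 0.05 for the real split and for 99 random splits of the same libraries, for each of the 3 contrasts. The real count of 6107 for epileptic sgLacZ against control exceeded all other splits (largest 5955), while the counts of 3387 and 1192 for the other contrasts were exceeded by splits reaching 5221 and 2902 genes.

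Whole profiles were compared by the distances between libraries over the 2000 most variable genes. Epileptic sgLacZ libraries lay apart from control libraries (pseudo-F 4.40, exact permutation P = 0.0130, adjusted over 3 contrasts 0.0390). For epileptic sgKcna1 against epileptic sgLacZ libraries the pseudo-F was 2.21 and the separation did not pass adjustment (exact permutation P = 0.0476, adjusted 0.0714). Between treated and control libraries no separation was found (pseudo-F 1.12, exact permutation P = 0.271, adjusted 0.271). The smallest P that these designs allow is 0.00216. That last result depended on single choices. Of the settings that kept all libraries, adjusting for the percent of unmapped reads moved it most, to a pseudo-F of 2.00 (exact permutation P = 0.00216, the smallest possible). That adjustment was fitted once with the real groups and not refitted for each split. This favours the real split, so no conclusion is drawn from that P. Leaving out epileptic sgKcna1 replicate 12 gave 2.14 (exact permutation P = 0.00794).

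To compare treated mice with epileptic mice that had no part in defining the epileptic change, a held-out signature score was computed. It averaged 1.76 ± 0.84 (SD, n = 6, log2 units) in epileptic sgLacZ, 0.86 ± 0.93 (SD, n = 6) in epileptic sgKcna1 and 0.00 ± 0.23 (SD, n = 5) in control libraries, which were centred on 0. Treated libraries scored lower by a difference of -0.90, which is about the spread between replicates and did not pass the threshold (permutation test with 100 relabellings, P = 0.12). Controls entered both the choice of the signature genes and the centring, so the distance of either epileptic group from them was not tested. The lowest score, -0.93, was that of epileptic sgKcna1 replicate 12. Of the settings that kept all libraries, adjusting for the percent of unmapped reads moved the difference most, to -0.26 (permutation P = 0.28). Leaving out single libraries gave differences from -1.55 to -0.54, with permutation P from 0.02 to 0.35, and 2 of these 17 fits passed the threshold.

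**Figure D3:**
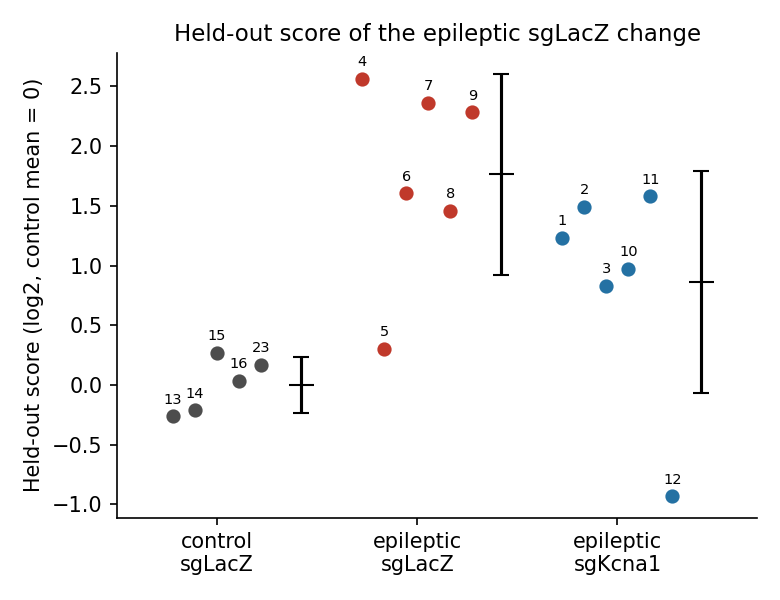
Held-out epilepsy signature score in log2 units for each library by group, with group means and SD. Epileptic sgLacZ libraries lie between 0.30 and 2.56 and epileptic sgKcna1 libraries between -0.93 and 1.58, so the groups overlap.

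The 15 prespecified gene lists were tested in each contrast. None passed adjustment over the 45 tests (camera in limma, 0 lists, smallest adjusted P = 0.772), and 1 had an unadjusted P under 0.05. This was the list of cortical pyramidal markers in treated against control mice (14 genes, 8 of them higher, mean log2 fold change 0.28), with a camera value of 0.0399 before and 0.772 after adjustment. Choroid plexus markers had the largest mean log2 fold changes, 0.95 in epileptic sgLacZ against control mice (15 of 15 genes higher) and -1.58 in treated against epileptic sgLacZ mice (0 of 15 higher), neither past the threshold (camera adjusted P = 0.976 and 0.772). Other potassium channel genes of the Kcna1 family and their partners did not change as a list in treated against epileptic sgLacZ mice (12 genes, mean log2 fold change -0.15, camera adjusted P = 0.976). With the correlation between genes set to 0.01 in place of the estimate, 15 of the 45 tests passed.

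The first principal component of the libraries held 38.8% of the variance. It averaged -24.0 ± 24.0 (SD, n = 6) in epileptic sgLacZ, 7.19 ± 33.8 (SD, n = 6) in epileptic sgKcna1 and 20.1 ± 11.2 (SD, n = 5) in control libraries. The difference between epileptic sgLacZ and control libraries did not pass adjustment over 6 tests (exact permutation P = 0.00866, adjusted 0.0519). Position on this component followed the percent of unmapped reads over the 17 libraries (Pearson r = 0.938, permutation P = 1e-05, the smallest the resamples can give; Spearman rho = 0.885, P = 2e-05; adjusted over 6 relations 3e-05 and 0.00012). The relation held without the 2 libraries farthest from the median share (r = 0.881). The labels give no sequencing batch, and the relation was therefore recomputed within groups. It was r = 0.937 within the 6 epileptic sgLacZ libraries (exact permutation P = 0.00833, adjusted 0.0125; rho = 1.00, P = 0.00278) and r = 0.992 within the 6 epileptic sgKcna1 libraries (exact permutation P = 0.00278, adjusted 0.00556; rho = 0.943, P = 0.0167). No correlation was computed for the 5 control libraries, fewer than the minimum of 6 set for one, but they were in the same order by both measures. The number of genes detected fell with the same share (r = -0.824, permutation P = 1e-05; rho = -0.843, P = 1e-04; without the 2 farthest libraries r = -0.694).

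**Figure D4:**
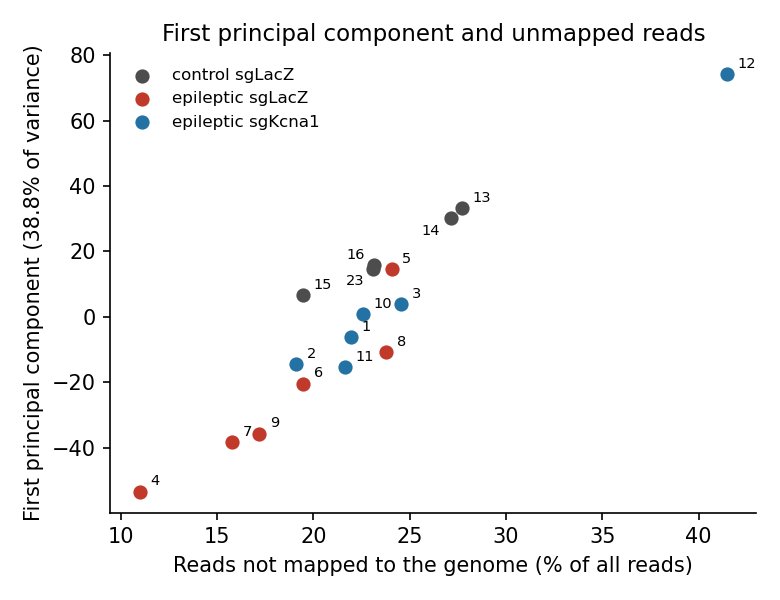
Position of each of the 17 libraries on the first principal component (38.8% of the variance) against the percent of its reads that could not be mapped, by group. Epileptic sgLacZ replicate 4 has the smallest share, 11.0%, and the lowest position, and epileptic sgKcna1 replicate 12 has the largest share, 41.5%, and the highest position.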

Values the study reported

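The study reported 6654 genes with altered expression in epileptic compared with sham control mice that received the control guide. It counted 2742 of these as rescued by the treatment and found 1465 genes altered in treated epileptic compared with sham control mice. By quantitative PCR it reported a 50% increase of Kcna1 in injected hippocampi relative to the contralateral side in mice that received the Kcna1 guide. Its guide had 250 predicted off-target genes. By RNA-seq it saw no clear rise of Kcna1.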

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

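All tests in this part were chosen after the results had been seen. A library was singled out when its gap to the nearest other library of its group, as a share of the group's range, exceeded Dixon's 95% critical value for the size of the group. Of 123 groups of values examined, 15 had such a library, where about 6.15 would be expected by chance, and 9 of the 15 were the same library, epileptic sgKcna1 replicate 12.

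That library had the largest share of unmapped reads of its group, 41.5% against 19.1% to 24.6% in the other 5 libraries (gap 0.756 of the range), and the fewest reads in genes. It was also far from its group on the first principal component, at 74.3 against -15.3 to 3.92 (gap 0.785). Its held-out signature score was -0.93 against 0.83 to 1.58 (gap 0.702). It had the highest expression in its group of Kcna1 (132.5 CPM against 13.9 to 29.5, gap 0.868), Efcab4a (10.4 against 2.92 to 3.49, gap 0.922), Gm17066 (40.9 against 8.89 to 14.2, gap 0.833), Phlda1 (74.3 against 16.6 to 28.1, gap 0.801), Tmem212 (17.5 against 3.33 to 7.57, gap 0.702) and Lpar4 (12.9 against 5.65 to 7.17, gap 0.790). The last 4 of these genes were chosen for a fall in epileptic sgLacZ mice, so their common direction and the low signature score are not separate facts.

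The high Kcna1 of replicate 12 has the direction that a working guide would give, but its size and the rest of the group do not follow from that. In the other 5 libraries with the same guide Kcna1 was at 13.9 to 29.5 CPM, within or below the range of epileptic sgLacZ libraries. The excess over epileptic sgLacZ libraries is also larger than the increase by quantitative PCR quoted above, which was relative to the contralateral side. The high level may also come from how the library differs as a whole. Over the other 16 libraries Kcna1 did not follow the percent of unmapped reads (Pearson r = -0.0989, permutation P = 0.717; Spearman rho = 0.276, P = 0.301; adjusted over 6 relations 0.717 and 0.361). Without the 2 libraries with the farthest shares r was 0.588, so the answer rests on those libraries, and none of the 16 reaches the share of replicate 12. A technical origin in the unmapped reads cannot be told apart from an effect of the guide. Tissue from the thalamus, included by dissection, was tested with a list of thalamus markers. The score of replicate 12 was 0.36, within the range of -0.82 to 0.78 of the other libraries, and 2 libraries scored higher, so this library is not extreme in these markers. Over the other 16 libraries Kcna1 did not follow the score at a threshold of 0.05 (Pearson r = 0.469, permutation P = 0.0648; Spearman rho = 0.279, P = 0.294), and r was -0.0449 without the 2 libraries with the farthest scores, 1 of which was epileptic sgLacZ replicate 4, with the highest score and the highest Kcna1 of the 16. The 2 libraries with higher scores, epileptic sgLacZ replicate 4 and epileptic sgKcna1 replicate 11, had only 56.7 and 18.7 CPM of Kcna1, so thalamic tissue in the amount these markers show does not by itself account for the level in replicate 12. A smaller contribution was not ruled out. The same explanations were not tested for the other genes of this library, and reads from the viral vectors, which would show how well each hippocampus was transduced, were not analysed here.

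The library epileptic sgLacZ replicate 4 stood out for Odz1, with 26.8 CPM against 2.66 to 11.7 in its group (gap 0.626). It had the smallest share of unmapped reads. Odz1 is 1 of 3 genes among the largest rises that share most of their reads with a gene on the other strand, and none of the 3 kept more than 14.1% of its log2 rise with both strand counts added. A candidate explanation for this library is the way reads of overlapping genes were counted, but those counts would dilute a real rise as well, so the 2 cannot be told apart, and no biological explanation was tested.

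For Gc, a single library in each group had reads, epileptic sgLacZ replicate 6 (0.0910 CPM), epileptic sgKcna1 replicate 2 (0.111 CPM) and control replicate 13 (0.156 CPM), so that the gap was the whole range (1) each time. None had more than 3 reads, the floor of detection, so these values have no meaning beyond counting error. Epileptic sgKcna1 replicate 1 had 14.9 CPM of Otof against 3.49 to 5.83 in its group (gap 0.794). Control replicate 14 had a score of -0.33 for cortical pyramidal markers against -0.10 to -0.03 (gap 0.778). Neither of these last values was tested for a technical or a biological explanation.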

How the results depend on the processing

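All settings below were planned before the data were examined, except the covariates and adjustments for unmapped reads, the GC and length offsets, the genes without overlap, the summed strand counts and, for the signature score, the fits that left out a library. Those were chosen after seeing the data. No paired analysis was possible because no replicate number in the labels occurs in more than 1 group. Where no cause is given below, the cause was not tested.

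For epileptic sgLacZ against control mice, the 1940 genes became 6107 at an unadjusted p under 0.05, 3686 (2070 higher, 1616 lower) with DESeq2, 7301 with voom and sample quality weights, and 3045 when only these 2 groups were fitted. They became 0 with the Y-linked covariate (4118 at an unadjusted p under 0.05), 428 with the unmapped share as covariate, 109 with both covariates, 394 with GC and length offsets and 1151 when only genes without overlap were tested. Of the 1940 genes, 98.5% remained called with DESeq2, 99.7% with voom, 20.4% with the unmapped share and, of those with a sequence, 18.4% with GC and length offsets. The other settings gave from 1623 to 2740 genes, among them 2431 with scaling by library size only (1831 higher, 600 lower, against 1278 and 662). This scaling moved the median log2 fold change of all genes by 0.07. Across the 17 fits that each left out a library the count ranged from 0 to 5526 genes, 7 fits gave 0, and from 4557 to 7524 genes had an unadjusted p under 0.05. The smallest adjusted p of 0.0310 leaves little room before all calls are lost together.

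For epileptic sgKcna1 against epileptic sgLacZ mice, the 0 genes became 3387 at an unadjusted p under 0.05, 143 with DESeq2, 12 with voom, 1 with no filter and 1 with both covariates. The 17 fits that left out a library gave 0 to 1508 genes (1836 to 5752 unadjusted), and 14 gave 0. Leaving out epileptic sgLacZ replicate 5 gave the largest count for this contrast, for epileptic sgLacZ against control mice and for the genes moved back. For epileptic sgKcna1 against control mice, the 0 genes became 1192 at an unadjusted p under 0.05, 39 with DESeq2, 71 with voom, 266 with the unmapped share and 205 with both covariates, and 0 to 14 when a library was left out (837 to 3220 unadjusted). The genes moved back, 0, became 2447 at an unadjusted p under 0.05, 93 with DESeq2, 11 with voom, 1 with both covariates and 0 to 1379 when a library was left out (1076 to 4805 unadjusted).

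In epileptic sgKcna1 against epileptic sgLacZ mice the log2 fold change of Kcna1 was 0.32. It reversed to -0.31 with voom and to -0.85 with the unmapped share, and rose to 0.81 with the Y-linked covariate. It ranged from -0.65 to 0.62 when a library was left out. The only reversal among these fits came without replicate 12. That library also had the largest unmapped share, so the reversal with the unmapped share may rest on it too. In epileptic sgLacZ against control mice it reversed from -0.22 to 0.44 with the unmapped share. There it was -0.79 with the Y-linked covariate and ranged from -0.50 to -0.10 when a library was left out. In epileptic sgKcna1 against control mice it reversed from 0.11 to -0.41 with the unmapped share and ranged from -0.87 to 0.29 when a library was left out. DESeq2 gave no p for Kcna1, because it set the gene aside for an outlying count, as it did for 14 genes in all. None of the settings refitted for Kcna1 brought it past the threshold in these 3 contrasts.

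Among the off-target genes, Mylpf (0.01) reversed to -0.035 with scaling by library size only, -0.090 with summed strand counts, -0.13 with the Y-linked covariate and -0.31 with the unmapped share, Efcab4a (0.48) to -0.19 with the unmapped share, and Pde4b (-0.03) to 0.055 with the unmapped share. When a library was left out, Mylpf ranged from -0.16 to 0.13 and Pde4b from -0.089 to 0.056. Efcab4a ranged from 0.053 without epileptic sgKcna1 replicate 12 to 0.66 without epileptic sgLacZ replicate 5. Without the former library Nudcd2 was at 0.28, so the rank of Efcab4a as the largest change rested on replicate 12. Odz1 (2.61) reversed to -0.15 with the reverse-strand counts and -0.19 with summed strand counts. These counts also hold the reads of the gene on the other strand, which would dilute a real rise as well, so the cause is left open. Gm16551 did not pass the filter with the reverse-strand counts and has no value there. Over the 20 named-gene results, refitted with all libraries, 85 values kept their direction and side of the threshold, 16 became weaker, 9 stronger and 9 reversed. In 340 fits that left out a library, 68 became weaker, 7 stronger and 7 reversed.

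The distance between epileptic sgKcna1 and epileptic sgLacZ libraries (pseudo-F 2.21) no longer had an unadjusted p under 0.05 over all filtered genes (2.07, exact permutation p = 0.0606), with Spearman distances (3.31, p = 0.0671) or with the reverse-strand counts (2.39, p = 0.0671), and ranged from 1.54 to 2.88 when a library was left out, with p over 0.05 in 10 of 12 fits. That between epileptic sgKcna1 and control libraries (1.12) became 2.00 after adjustment for the unmapped share (exact permutation p = 0.00216). The real groups entered that adjustment, which was not refitted for each split, so no conclusion is drawn from this p. When a library was left out the same distance ranged from 0.886 to 2.14, passing only without replicate 12. The separation of epileptic sgLacZ and control libraries held its side of the threshold in all 5 alternative settings and 11 fits that left out a library. These settings include the adjustment for the unmapped share, to which the same limit applies. The difference in signature score (-0.90) kept its direction and stayed short of the threshold in all 6 alternative settings, and ranged from -1.55 to -0.54 when a library was left out, with 2 of 17 fits past the threshold. The gene lists, 0 past adjustment, became 15 with a fixed correlation between genes, which removes the estimate of how far genes of a list vary together, and stayed at 0 in the 17 fits that left out a library.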

Other observations

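Tests in this part were chosen after the result was seen, except the counts over other splits of the libraries, which were planned before the data were examined.

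Of 100 splits of the 11 epileptic sgLacZ and control libraries, the real one included, 1 (the real one) gave as many as 1940 genes at an adjusted p under 0.05 and 1 as many as 6107 at an unadjusted p. The largest counts of the 99 others were 1445 and 5955, and their median unadjusted count was 233. For epileptic sgKcna1 against epileptic sgLacZ mice, 7 of 100 splits of the 12 libraries gave as many as 3387 genes at an unadjusted p under 0.05, and 6 of 100 gave as many as 2447 genes moved back. For epileptic sgKcna1 against control mice, 12 of 100 splits gave as many as 1192. At an adjusted p under 0.05 these 3 counts were 0, which every one of the 100 splits reaches, so that no statement follows. The same holds for the gene lists, for which 100 of 100 splits gave as many as the 0 lists found at an adjusted p in each contrast and at an unadjusted p in the contrasts with epileptic sgLacZ mice, and 49 of 100 gave as many as the 1 list found for epileptic sgKcna1 against control mice. The number of genes moved back was thus not rarer than in random relabellings of the epileptic mice at a share of 0.05.

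Libraries differed most by something that goes with the percent of unmapped reads, which followed the first principal component with r = 0.938 over all libraries and as closely within both epileptic groups. It may be a difference in RNA quality or library preparation, which the labels do not record and which was not tested. The study kept only RNA above a limit of integrity but gives no value per sample, so differences above that limit remain possible. Of the 6 other splits of the epileptic libraries with as many genes as the real one, 5 had a difference in unmapped share at least as large as the real 6.67 percentage points, which only 9 of 99 splits had. The other 4 of these 9 splits gave fewer genes, 860, 1165, 2247 and 2408. A split along this share can thus give a result as large as the treatment does, though not every such split did, and the share and the treatment cannot be told apart by these counts. With the share as a covariate, 20.4% of the 1940 genes were still called in epileptic sgLacZ against control mice, all 1940 kept their sign, 98.7% had an unadjusted p under 0.05, and the median size of their log2 fold change kept 64.1% of its value. Of the 2447 genes moved back at an unadjusted p, 14.6% still moved back. Of the 99 other splits of the epileptic sgLacZ and control libraries, 5 had a difference in unmapped share at least as large as the real -5.57 percentage points in size, and 0 of them gave as many genes as the real 6107 at an unadjusted p. They gave 982, 3898, 4230, 5474 and 5955 genes, against a median of 233 in the 99 splits. Over these splits the number of genes rose with the size of the difference in share (Spearman rho = 0.748, against 0.322 for splits of the epileptic libraries; splits share libraries and are not independent). With the share as a covariate, 3764 of the 6107 genes at an unadjusted p kept such a p in epileptic sgLacZ against control mice, and 790 of 3387 in epileptic sgKcna1 against epileptic sgLacZ mice. With the share as a linear covariate, 395 of the 1940 genes stayed called. A linear term need not remove all of a technical factor that goes with the share, so these calls do not exclude such a factor. The part that the share may explain cannot be told apart from epilepsy. The return towards control levels cannot be told apart from a difference in unmapped share by these tests.

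Gene length ran along with the epileptic change. Across genes, the log2 fold change of epileptic sgLacZ against control mice correlated with transcript length (Spearman rho = 0.382; genes are not independent replicates). The median length was 4207 bases in genes called higher, 1919 in genes called lower and 3016 in all tested genes with a sequence. Of the called genes 90.4% had a sequence. With GC and length offsets 18.4% of these were still called and the median size of the log2 fold change kept 57.8% of its value. Length also went with the log2 fold change of treated against epileptic sgLacZ mice (Spearman rho = -0.302) and of treated against control mice (rho = 0.289). Of the 2447 genes moved back at an unadjusted p, 1034 (42.3%) still moved back with the offsets. That count also leaves out genes without a sequence. A length or GC bias between libraries may account for part of the calls and of the genes moved back. It cannot be told apart from a change that goes with gene length.

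The labels give no sex, and the groups were not balanced for sex-linked expression. Xist, which is expressed from the inactive X chromosome of females, was at 20 CPM or more in 4 of 6 epileptic sgLacZ, 2 of 6 epileptic sgKcna1 and 2 of 5 control libraries. With the Y-linked level as a covariate, 0 of the 1940 genes were still called (smallest adjusted p 0.121), yet 97.9% had an unadjusted p under 0.05 and the median size of their log2 fold change kept 92.3% of its value. The size of these changes is thus little altered. The covariate does not measure sex alone, however. Among libraries with Xist at 20 CPM or more, the summed Y-linked level was 0.0353 to 0.356 CPM in epileptic sgLacZ libraries. In those of the other groups it was 2.67 to 11.8 CPM. On the log2 scale used, the covariate therefore also partly marks the epileptic sgLacZ group. The loss of every call leaves open how far an unequal share of males and females may contribute, and cannot be read as its effect. The treatment was affected more. With the same covariate, 1266 of the 3387 genes at an unadjusted p kept such a p in epileptic sgKcna1 against epileptic sgLacZ mice (1596 genes in all). Of the 2447 genes moved back, 792 (32.4%) still moved back (993 in all). Neither count can thus be told apart from an unequal share of males and females, and the losses cannot be read as its effect alone.

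In 4 libraries with high Xist the Y-linked genes were above the level of the other high-Xist libraries. Their summed level was 7.93% of the median of low-Xist libraries in epileptic sgKcna1 replicate 12, 7.04% in epileptic sgKcna1 replicate 11, 8.55% in control replicate 16 and 1.93% in control replicate 23. The limits of Xist used here were chosen after its values were seen. A mixed sample, with some RNA of a male mouse, may explain this. The 4 Y-linked genes would then be in the same proportions as in low-Xist libraries, but in 2 of the 4 libraries they were not (chi-square test with simulated p, adjusted 0.0120 for epileptic sgKcna1 replicate 12 and 4e-05 for control replicate 16). The test compares with counting noise only, however, and in the same test 7 of the 7 low-Xist libraries differed from the others of their kind. It therefore cannot speak for or against a mixed sample, and the explanation is left open. Epileptic sgLacZ replicate 8 and epileptic sgKcna1 replicate 1 had the converse, with 4.31 and 10.2 CPM of Xist at a high Y-linked level.

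Overlap with a gene on the other strand affected 3514 of the 17615 tested genes (19.9%), 549 of the 1940 called genes (28.3%) and 249 of the 435 genes called at least 2-fold higher in epileptic sgLacZ mice (57.2%). The other 1391 called genes had no overlap by this rule, so that overlap alone does not account for the number of calls. When genes without overlap were tested alone, 82.7% of these 1391 were still called. That fit used the same counts of the same genes, so it is not a separate test of overlap. Overlap does bear on the largest rises. Sacm1l, Odz1 and Supt16h kept at most 14.1% of their log2 rise with both strand counts added. A change in how many reads were ambiguous may explain this, but the added counts hold the reads of the other gene too and would dilute a real rise in the same way, so the rises cannot be told apart from that explanation.

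Choroid plexus markers were low in epileptic sgKcna1 replicates 1 and 2, whose scores were -2.18 and -3.38 against -1.66 to 1.35 in the other libraries. The choroid plexus adjoins the hippocampus and may be carried along in dissection to a varying degree, which was not tested. The score did not follow the percent of unmapped reads (Pearson r = -0.102, permutation P = 0.66; Spearman rho = -0.181, P = 0.483; r without the 2 farthest libraries -0.0104).

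Set beside the values quoted from the study, the number of genes changed in epileptic sgLacZ against control mice was 1940 at an adjusted p under 0.05. That is lower than the value quoted from the study above. The number of genes moved back was 0 at an adjusted p under 0.05 (2447 unadjusted). That is lower than the value quoted from the study above. The number of genes changed in epileptic sgKcna1 against control mice was 0 at an adjusted p under 0.05 (1192 unadjusted). That is lower than the value quoted from the study above. With an unadjusted p the counts here come closer to those values, 6107 genes for the epileptic change, 2447 moved back and 1192 for treated against control mice, and with DESeq2 and an unadjusted p closer still, 6471, 2714 and 1362. The study's plots mark genes by their P value and state no adjustment, so a different threshold and test may account for most of the difference.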
